# Analysis of the Reversible Impact of the Chemodrug Busulfan on Mouse Testes

**DOI:** 10.3390/cells10092403

**Published:** 2021-09-13

**Authors:** Laura Thirouard, Hélène Holota, Mélusine Monrose, Manon Garcia, Angélique De Haze, Jean-Paul Saru, Françoise Caira, Claude Beaudoin, David H. Volle

**Keywords:** spermatogonial stem cell, chemotherapy, depletion, regeneration and fertility

## Abstract

Spermatogenesis is a process within the testis that leads to the production of spermatozoa. It is based on a population of spermatogonial stem cells, which have the capacity to self-renew and to differentiate throughout life to ensure the functions of reproduction are maintained. Male fertility disorders are responsible for half of the cases of infertility in couples worldwide. It is well known that cancer treatments are associated with reversible or irreversible fertility disorders. Busulfan (Bu) is an alkylating agent that significantly inhibits spermatogenesis. The present study relied on a combination of in vivo and in vitro approaches as well as RNAseq analysis to characterize the effects of Bu, in which mouse testes were used as a model. An in silico analysis revealed that many of the Bu-modulated genes are potentially regulated by the SIN3 Transcription Regulator Family Member A (SIN3A) and E2F Transcription Factor (E2F) families of transcription factors. The results demonstrate that the deregulated genes function in processes related to the cell cycle, DNA repair, and cell death mechanisms, including the Tumor Protein 53 (TP53) pathway. This reinforces the role of the TP53 signaling pathway as a major player in Bu effects. In addition, Bu altered the patterns of mRNA accumulation for various genes in undifferentiated spermatogonia. This work provides significant insight into the kinetics and impacts of busulfan, which could pave the way for developing strategies to minimize the impact of chemodrugs and, thus, could lead to germ cell lineage regeneration following anticancer treatments.

## 1. Introduction

Spermatogenesis is the process of spermatozoa production. In mammals, spermatogenesis takes place in the testicles beginning at puberty and is constantly maintained throughout life. The duration of spermatogenesis is 35 days in mice and 74 days in humans, and the process is subdivided into several stages, each with a defined duration. The maintenance of spermatogenesis requires spermatogonial stem cells, which self-renew throughout life. These spermatogonial stem cells (*SSC*s) then enter a process of proliferation and differentiation before meiosis is initiated and they become spermatozoa, which are released into the lumen of seminiferous tubules.

For several decades, there has been a steady increase in fertility disorders, which currently affect 10–15% of couples worldwide [1,2]. For 60% of men with fertility problems, the defects correspond to an alteration in the production of spermatozoa by the testicle [3]. Cancer therapies, such as chemotherapy, are known to have significant negative effects on male reproductive function, leaving many men permanently infertile due to changes in spermatogenesis [4,5]. There are many different chemotherapy drugs, administered intravenously or orally, that can be used alone or in combination to treat a wide variety of cancers.

Predicting long-term reproductive outcomes of cancer treatments in cancer survivors based on the specific chemotherapy regimen may improve pretreatment fertility preservation counseling and future reproductive outcomes. Alkylating agents are the chemotherapy molecules with the greatest impact on germ cell lineage. Indeed, alkylating agents have been shown to cause long-term depletion of the spermatogonial pool [6].

Mouse rodent models have been effectively used to better decipher the impact of chemodrugs on male fertility by evaluating their effects on male gonads and, more specifically, on germ cell lineage. Although a combination of chemotherapy drugs is widely exploited to improve cancer treatment in clinical settings, here, we analyzed the impact of a single drug, namely, busulfan (Bu). Busulfan is an alkylating anticancer agent that preconditions for hematopoietic stem cell transplantation for the treatment of chronic myeloid leukemia. It acts preferentially by adding an alkyl group between two guanines of the DNA or between a guanine and an adenine. The addition of this group results in intra-strand bridge formation in the DNA leading to single-strand breaks that block DNA replication and transcription. In the long term, the inhibition of cell proliferation and differentiation was observed [7]. It has been demonstrated that exposure to chemotherapy leads to testicular damage with germ cell loss. High doses of chemotherapy may lead to complete depletion of the seminiferous tubules, resulting in permanent sterility. At lower doses, germ cell recovery has been observed, as has been documented for busulfan exposure. This work provides insight into the kinetics and impacts of busulfan that could pave the way for developing strategies to minimize the impact of chemodrugs and thus to allow for progression of the germ cell lineage, resulting in regeneration and recolonization of the seminiferous epithelium.

## 2. Materials and Methods

### 2.1. Animals

The mice used in this study were based on the C57BL/6J background (Charles River, abresle, France).

Mice were housed in temperature-controlled rooms with 12 h light/dark cycles. Mice had ad libitum access to food and water. The refinement was based on the housing and monitoring of the animals as well as the development of protocols that take into account animal welfare. This was achieved by enriching the cages with cardboard tunnels and mouse houses. The mice were housed in social groups, with cage sizes that complied with the number of mice according to the legislation.

In the experimental design, two groups of 12-week-old mice were used—C57BL/6J males treated with vehicle (DMSO, Sigma-Aldrich, L’Isle d’Abeau, France) or busulfan (Bu; 15 mg/kg) (Sigma-Aldrich, L’Isle d’Abeau, France). The animals were treated only once, at the beginning of the experiment, with a single IP injection of 100 µL. The mice were subsequently sacrificed at different time points. The organs were harvested at determined times after busulfan exposure.

To determine the number of animals to use, we previously conducted experiments to investigate Bu-induced testicular damage [8,9]. Busulfan treatment was expected to be effective if it changed the value of analyzed parameters by 20%, and the results were analyzed with *p* < 0.05 considered to indicate a statistically significant difference. The calculation for the number of animals required to establish statistical significance of the results found was a minimum of *n* = 16 animals per group.

This study was conducted in accordance with the current regulations and standards approved by Institut National de la Santé et de la Recherche Médicale Animal Care Committee and by the animal care committee (CEMEA Auvergne; protocol CE 07–12 (19 December 2012) and then renewed as APAFIS #: 19626-2020072312102562v3 (4 January2021)).

### 2.2. Fertility Test

The fertility tests started 6 weeks after treatment and continued for the following 15 days. Each male (*n* = 16 per group) was mated with a female C57BL/6J (Charles River, abresle, France) at night, and the males were removed from the female’s cage each day. Vaginal plugs were monitored every morning at 8:00 a.m. After 14 days, the mating efficiency was inspected and the numbers of pups per litter were counted.

### 2.3. Histology

The testes were collected, fixed in 4% PFA, and embedded in paraffin. Then, 5 μm thick sections were prepared and stained with H&E (*n* = 6–10 animals per group).

### 2.4. In Vivo TUNEL Analysis

Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) experiments were performed as previously described [8] on 5 μm sections of a testis fixed in 4% paraformaldehyde. In each testis, at least 100 random seminiferous tubules were counted from at least 2 independent sections, and all the seminiferous tubules were analyzed for the counting. The results are expressed as the number of TUNEL-positive cells per seminiferous tubule.

### 2.5. Immunohistochemistry

In the next step, 5 μm sections were mounted on positively charged glass slides (Superfrost plus), and then deparaffinized, rehydrated, treated for 20 min at 93–98 °C in 0.01 M citric buffer–Tween 0.1% (pH 6), rinsed in osmosed water (2 × 5 min), and washed (2 × 5 min) in phosphate-buffered saline (PBS). Immunohistochemical studies were conducted according to the manufacturer’s recommendations. The slides were then counterstained with Hoechst medium (1 mg/mL) (Invitrogen, Cergy Pontoise, France) and mounted on PBS/glycerol (50/50). For the histological and immunohistological analysis of each section, all of the seminiferous tubules were counted. In each testis, at least 100 random seminiferous tubules were counted from at least 2 independent sections.

### 2.6. Cell Line Approaches

GC2spd (ts) cells were obtained from ATCC (CRL-2196). GC1spg cells were used as previously described [8]. Then, 24 h after plating, the cells were starved for 12 h and treated with either DMSO or busulfan (200 µM).

### 2.7. Real-Time RT-PCR (qPCR)

The RNA from the GC1spg samples were isolated using RNAzol-RT (Sigma-Aldrich, L’Isle d’Abeau, France). cDNA were synthesized from the total RNA with MMLV and random hexamer primers (Promega, Charbonnières-les-Bains, France). The real-time PCR measurement of individual cDNA was performed using SYBR green dye (Master mix Plus for SYBR Assay, Takara Bio Inc, Shiga, Japan) to measure the duplex DNA formation with the Eppendorf Realplex system. For each experiment, standard curves were generated with pools of cDNA from cells with different treatments. The results were analyzed using the ΔΔct method, and the primer sequences were used previously [8,10,11,12].

### 2.8. RNASeq

The experiment was performed on GC1spg cells treated for 24 h with DMSO or busulfan (200 µM). Starting with the RNA, all preparations were made using the genomeast IGBMC platform (Illkirch). The mRNAseq libraries were sequenced (1 × 50 b).

Reads were mapped onto the mm10 assembly of the mouse genome using Hisat2 v2.1.0 [13] and the BoWtie2 v2.1.0 aligner [14]. Only uniquely aligned reads were retained for further analysis.

The gene expressions were quantified using HTSeq v0.5.4p3 [15] with gene annotations from Ensembl release 77.

Read counts were normalized across libraries with the method proposed by Anders and Huber [16]. The groups were compared using the method previously described [17] and implemented in the DESeq2 Bioconductor library (DESeq2 v1.0.19). The resulting *p*-values were adjusted for multiple tests using the method of Benjamini and Hochberg [18].

We generated lists of genes (FC > 1.25 and *p* < 0.01) that were differentially expressed after Bu exposure.

The accession number for the RNAseq data reported in this paper is GSE164734.

### 2.9. Statistical Analyses

The number and type of replicates (e.g., technical replicates, independent experiments, number of mice, and number of independent litters) are reported in the figure legends. Error bars represent the SEM. Differences between the groups were determined by ANOVA. All numerical data are represented as the mean ± SEM. The level of significant difference was set at *p* < 0.05.

## 3. Results and Discussion

Busulfan has transitory effects on germ cell lineage at low doses. It has been demonstrated that exposure to chemotherapy drugs leads to testicular damage with germ cell loss. High doses of chemotherapy may lead to complete depletion of the seminiferous tubules, resulting in permanent sterility. At lower doses, germ cell recovery was observed; this has been documented in relation to busulfan exposure. Rodent experimental models were used, and the exposure to busulfan was well controlled, allowing for germ cell reemergence, which led to fertility recovery [19]. Using a dose compatible with germ cell recovery (15 mg/kg), our results show that, after busulfan exposure, there was no impact of busulfan on body weight at 4 and 8 weeks compared with vehicle-treated animals (Figure 1A). Regarding the urogenital tract, if no effect of Bu was noticed on the weights of seminal vesicles, a decrease in the epididymis weight was observed at both 4 and 8 weeks after Bu exposure compared with the control animals (Figure 1A). Interestingly, the testicular weight was reduced at 4 weeks and then increased from this point, as observed at 8 weeks (Figure 1A), suggesting an ability of germ cells to regenerate testicular epithelium over time. This was correlated with the analysis of the percentage of seminiferous tubules with altered or almost normal epithelium at 4 and 8 weeks after exposure, as illustrated by H&E staining, which showed a huge loss in germ cells at 4 weeks and recovery by 8 weeks (Figure 1B,C). In addition, our results show that Bu exposure led to a decrease in the number of spermatogonia/spermatocytes, as revealed by G9A immunostaining at 4 weeks (Figure 2A). The number of G9A-positive cells increased back to almost normal levels at 8 weeks (Figure 2B). This impact on germ cells was not associated with altered proliferation, as highlighted by the percentage of positive PCNA on G9A-stained cells (Figure 2C). The significant germ cell loss, mainly observed 4 weeks after treatment, was correlated with an increase in apoptotic germ cells (Figure 2D). The retinoid pathway is demonstrated to alter germ cell production and can lead to meiotic default associated with apoptosis [20]. Our results show that, at 5 days following exposure, Bu led to decreased mRNA accumulation of *Stra8*, a retinoid target gene (Figure 2E). The lower expression of *Stra8* (Stimulated by retinoic acid gene 8), a gene known to be involved in meiosis entry and progression [21], suggests that Bu could be associated with impaired vitamin A homeostasis, explaining some of the observed testicular phenotypes.

These results for testicular histology were supported by analysis of the number of sperm cells produced, as revealed by the count of sperm cells in the head and tail of the epididymis at both 4 and 8 weeks (Figure 3A,B). Interestingly, the impact was first noticed at the head of the epididymis 2 weeks after Bu exposure, clearly illustrating the main impact of Bu on spermatogenesis rather than on epididymis (Figure 3A,B). As expected, Bu treatment was associated with a significant and progressive decrease in sperm cell production at 4 and 8 weeks after treatment, which is consistent with the fact that the testis did not recover its complete structure by 8 weeks. This was associated with a decrease in the percentage of fertile males 8 weeks following Bu exposure (Figure 3C). Indeed, if 80% of vehicle-treated males were fertile, less than 50% were able to provide progeny in the Bu-treated group.

Analyzing the impacts of Bu on mouse testes is quite complicated because it results in a strong modulation of the representation of different testicular cell types. Thus, at 4 weeks, molecular assays were previously used to track germ cell loss and the reciprocal enrichment of somatic cells [8,9], resulting in an artificial increase in the mRNA accumulation of genes expressed in somatic cells (Leydig cells: *Lhcgr*, or Sertoli cells: *Fshr*) and a decrease in genes expressed in the germ cell lineage (Oct3/4, *G9a*, *Ccna1*, and *Smad6*). Then, a previously published analysis of gene expression kinetics at 8 weeks showed that they reflected the germ cell recovery, returning to an almost normal testicular cell composition and, thus, showing a return to normal expression patterns compared with the vehicle-treated mice (see our previously published work [8,9]).

As Bu exposure led to cellular modulation, we deciphered the effects of Bu using cell line approaches. We analyzed the impact of Bu on two cell lines, the GC1spg and the GC2spd (ts), which represent the spermatogonia/spermatocytes and spermatocytes, respectively, and which are the cell populations impacted by Bu and almost completely lost in mouse testes 4 weeks after the treatment.

A decrease in the number of GC1spg and GC2spd (ts) cells was observed 48 h after treatment with Bu (Figure 4A,B). This is consistent with the in vivo histological analysis, which highlighted that the first impact of Bu was noticed on spermatogonia, as revealed by PLZF staining starting within the first week after exposure (Supplementary Figure S1). We then decided to focus on GC1spg cells, which were more representative of PLZF + cells. A higher level of apoptotic cells was observed 24 h after treatment with Bu compared with the control cell group (Figure 4C). This could explain the decrease in the number of adherent cells 48 h after Bu exposure (Figure 4C).

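RNA of GC1spg cells, a mouse cell line used as a model of spermatogonia and early spermatocytes, was sequenced in 18 libraries of poly(A) RNA. The sample labels give 4 groups. Cells with a control siRNA against GFP (siGFP) received DMSO (n = 5) or Bu (n = 4), and cells with an siRNA against the bile acid receptor TGR5 (siTGR5) received DMSO (n = 5) or Bu (n = 4). For the siGFP groups the dose was 200 μM and the exposure 24 h, as the paper gives them for its vehicle and Bu groups; for the siTGR5 groups the paper gives neither. The paper's text and supplements name no siRNA, so the siGFP libraries were taken as its vehicle and Bu groups before the data were examined. The replicates are not said to come from separate cultures, so the p-values measure the spread between these samples, which may be technical. Within each group, no pair of libraries differed by less than the sampling noise.
The authors mapped single-end reads to the mm10 mouse genome, kept the uniquely aligned reads and counted them per gene with HTSeq. The deposited raw counts of 31643 genes were the starting point here. Total counts per library were 29451420 to 48432235 (median 36439533) in siGFP DMSO and 27387541 to 38587189 (median 31161600.5) in siGFP Bu. In the siTGR5 groups they were 30300441 to 49638166 (median 35553315) with DMSO and 24745523 to 38257393 (median 31234757.5) with Bu. Counts were scaled by TMM and given as normalized counts (CPM), each gene's count relative to the scaled total of its library. Genes kept by edgeR's filter (14304 in the siGFP comparison) were tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment and a call at an adjusted p under 0.05. In simulated counts of the same design, this test recovered 67.2% of genes changed by 0.3 on the log2 scale and 89.4% of those changed by 1, and 4.27% of its calls were unchanged genes.
Transcripts of rod photoreceptors, cells of the retina, were found in 7 of the 18 libraries. These are replicates 1 and 5 of siGFP DMSO, 2 and 4 of siGFP Bu, 4 of siTGR5 DMSO, and 1 and 3 of siTGR5 Bu. Without the 4 such libraries of the siGFP groups, a setting chosen after seeing the data, the count of called genes between Bu and DMSO is given with the counts of deregulated genes.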

To further analyze the impact of Bu, GC1spg cells were exposed to the vehicle or 200 μM Bu for 24 h. 

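Among the genes that Bu raised in GC1spg cells, those with the smallest p act in cell division. They were Cdca5, which protects the cohesion of sister chromatids, Dlgap5, a spindle protein, Aurkb, a mitotic kinase, Prc1, which bundles the microtubules of the central spindle, and Ndc80, a kinetochore protein. Their log2 fold changes ran from 0.67 for Aurkb to 0.76 for Cdca5 (standard errors 0.04). The genes that Bu lowered with the smallest p have other functions. Adgrd1, an adhesion G protein-coupled receptor, had a log2 fold change of -0.86 (standard error 0.06). Cacna1g, a calcium channel, fell by 0.74 on the log2 scale, Pcsk6, a proprotein convertase, by 0.55, the vitamin D receptor gene Vdr by 0.67, and Adamts2, a procollagen peptidase, by 0.60.
The largest rise among called genes at a mean of 1 CPM or more without overlap between the groups was that of Gna15, a G protein subunit, with a log2 fold change of 1.39 (standard error 0.17) from 1.07 ± 0.216 CPM (SD, n = 5) to 2.77 ± 0.491 CPM (SD, n = 4). The largest falls by the same rule were of poorly described transcripts at low levels, such as Gm38372, with a log2 fold change of -1.93 (standard error 0.23) from 2.50 ± 0.261 CPM (SD, n = 5) to 0.635 ± 0.334 CPM (SD, n = 4).
In all, 4023 of 14304 genes were called at an adjusted p under 0.05 from edgeR, 2043 higher and 1980 lower with Bu. Most of these changes were small, with a median absolute log2 fold change of 0.25, and 17 higher and 153 lower genes changed by more than 1 on the log2 scale. At the paper's thresholds, a fold change over 1.25 and p under 0.01, 416 genes were higher (39.7%) and 633 lower (60.3%) with p read as adjusted, and 480 higher and 837 lower with p read as unadjusted. The authors' deposited table holds 1145 genes at these thresholds with its adjusted p, and 1033 of them are also among the 1049 counted here. Of 427 genes in Table S2, 425 were tested and 424 called higher. The copy of Table S1 used here holds 711 of the 718 names the paper counts, and all 694 that were tested were called lower. Both tables were drawn by the study from these samples, so they are not independent evidence of direction.
Without the libraries that held photoreceptor transcripts, 3 DMSO and 2 Bu libraries remain, and 2961 genes were called. A list of nuclear-retained transcripts, fixed as a sign of RNA quality, moved with Bu, with 23 of 28 measured members lower and 1 higher (23 and 1 when adjusted over the list alone), by a median log2 fold change of -0.36. Its mean score separated the Bu from the DMSO libraries without overlap. With this score as a covariate, chosen after seeing the data and nearly confounded with Bu, 283 genes were called, and the calls of Gna15 (log2 fold change 0.66, adjusted p = 0.448) and Gm38372 (log2 fold change -0.67, adjusted p = 0.554) ended.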

Of the deregulated genes, 37.3% were upregulated (427/1145) (Table S1) and 62.7% (718/1145) were suppressed (Table S2) by Bu compared with the control group (Figure 5A). Based on the *p*-value analysis, the RNAseq results show that the most deregulated gene was *Cdk1*, the cyclin-dependent kinase, highlighting the impact on the cell cycle. 

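Bu raised the transcripts of the mitotic machinery together. Of 40 genes of mitosis and the G2/M transition, a list fixed before the data were examined, 39 were higher with Bu and none was lower (39 and 0 when adjusted over the list alone). Their median log2 fold change was 0.55. The exception was Pkmyt1, an inhibitory kinase of CDK1 named after its value was seen, with a log2 fold change of -0.05 (adjusted p = 0.575). The gene names in the paper's Tables S1 to S5, drawn from these samples, had been seen when the list was written. Table S4 holds 31 of its members, so the tally is not independent of the study's own calls. Cdk1 (ENSMUSG00000019942), the kinase that drives entry into mitosis, lies on chromosome 10 of GRCm38/mm10 from 69335146 to 69352938. Its level was 132 ± 4.77 CPM (SD, n = 5) with DMSO and 215 ± 9.58 CPM (SD, n = 4) with Bu, a log2 fold change of 0.72 (standard error 0.04, adjusted p = 5.82e-08 from edgeR). Every Bu library lay above every DMSO library (exact two-sided permutation test, p = 0.00794, the smallest that 5 against 4 libraries allow). Ccnb1, which encodes the cyclin partner of CDK1, rose from 26.0 ± 2.61 CPM (SD, n = 5) to 45.2 ± 2.35 CPM (SD, n = 4).
Ranked by p, Cdk1 was gene 7 of all tested genes in edgeR. The list passed the camera set test, which compares its members with the other genes (adjusted p = 6.32e-91 with a preset correlation of 0.01, and adjusted p = 0.000526 with an estimated correlation). With the preset correlation, 42 of 100 groupings of these libraries, the real one included, called as many lists as the real one. The adjusted p with that setting is therefore no measure against chance. The list of nuclear-retained transcripts fell in the same Bu libraries. With its score as a covariate the calls of Cdk1 and Ccnb1 held, and 28 members of the mitosis list were called higher. The paper reads an effect of Bu on the cell cycle from the place of Cdk1 in its ranking by p-value. It also reports GO enrichment of cell cycle genes and names E2F factors as potential regulators.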

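In GC1spg cells, the genes of undifferentiated germ cells that passed the test went both ways. Gfra1 (ENSMUSG00000025089), the receptor for GDNF on spermatogonial stem cells, lies on chromosome 19 of GRCm38/mm10 from 58235604 to 58455909. It fell from 28.8 ± 0.554 CPM (SD, n = 5) to 20.5 ± 0.487 CPM (SD, n = 4), or to 72.1% of the DMSO level. The log2 fold change was -0.47 (standard error 0.04, adjusted p = 2.05e-06 from edgeR), and every Bu library lay below every DMSO library (exact two-sided permutation test, p = 0.00794). Fgfr2, a receptor for fibroblast growth factors, had a log2 fold change of -0.40 (standard error 0.07, adjusted p = 0.000847). Cd9, a surface marker of spermatogonial stem cells, rose by 0.15 on the log2 scale (standard error 0.04, adjusted p = 0.00559). Id4, a marker of stem spermatogonia, had 5.30 ± 0.375 CPM (SD, n = 5) with DMSO and 5.31 ± 0.520 CPM (SD, n = 4) with Bu.
Of 34 genes of undifferentiated and differentiating spermatogonia, 17 had enough counts to be tested, and 3 were higher, 3 lower and 11 not called (3 and 3 when adjusted over the list alone). The other called members, named after their values were seen, were Fgfr3, lower, and Foxo1 and Taf4b, higher. As a set the list did not pass the camera test (adjusted p = 0.364). Foxo1 lost its call without siGFP DMSO replicate 3 (adjusted p = 0.0546) or replicate 4 (adjusted p = 0.0506). With the score of nuclear-retained transcripts, which fell in the same libraries, as a covariate, the call of Gfra1 ended (adjusted p = 0.0568) while its log2 fold change stayed at -0.48, and the calls of Fgfr2 (log2 fold change -0.19) and Cd9 (0.04) ended too, so that no member of the list was called. With all 18 libraries and the siRNA as a covariate, which averages the Bu effect over both siRNAs, Cd9 was at 0.08 and still called.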

Among the genes downregulated by Bu in GC1spg cells, several genes were master genes of undifferentiated germ cells, such as GDNF Family Receptor alpha 1 (*Gfra1*) (Figure 5B). The RNAseq results show that the creatine kinase-1 (*Ckmt1*) was downregulated by Bu (Figure 5B). 

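Ckmt1 (ENSMUSG00000000308), which encodes the mitochondrial creatine kinase, lies on chromosome 2 of GRCm38/mm10 from 121357714 to 121363737. Its transcript was scarce in GC1spg cells and lower after Bu, at 2.97 ± 0.338 CPM (SD, n = 5) with DMSO and 1.90 ± 0.294 CPM (SD, n = 4) with Bu, or 65.0% of the DMSO level. The log2 fold change was -0.62 (standard error 0.14, adjusted p = 0.00332 from edgeR), and no Bu library reached the level of a DMSO library (exact two-sided permutation test, p = 0.0159). Leaving out 1 library at a time moved the log2 fold change between -0.70 and -0.52, and with all 18 libraries and the siRNA as a covariate, which averages the Bu effect over siGFP and siTGR5 cells, it was -0.30 (adjusted p = 0.0214). With the score of nuclear-retained transcripts, which fell in the same libraries, as a covariate it was -1.50 (adjusted p = 0.0288). Among 27 genes of the BCL2 family and the caspases, a group that controls the mitochondrial route to apoptosis, 10 were higher and 5 lower with Bu (11 and 6 when adjusted over the list alone). Pmaip1, which encodes the pro-apoptotic protein NOXA, rose by 0.59 on the log2 scale (standard error 0.05). Casp8, an initiator caspase, rose by 0.26 and Apaf1, the scaffold of the apoptosome, by 0.25, while Bmf, another pro-apoptotic member, had a log2 fold change of -0.22. Bax, which permeabilizes the outer mitochondrial membrane, had a log2 fold change of 0.27 (standard error 0.06, adjusted p = 0.00394), Bbc3, which encodes PUMA, of 0.30 (standard error 0.09, adjusted p = 0.0232), and Bid, a BH3-only member, of 0.17 (standard error 0.06, adjusted p = 0.0397). As a set this list did not pass the camera test (adjusted p = 0.178). With that covariate, 1 gene of this list was called higher and none lower, the calls of Casp8, Apaf1, Bmf, Bax and Bbc3 ended, at log2 fold changes of 0.21, 0.27, -0.27, 0.31 and 0.21, and Bid turned direction. Without the libraries that held photoreceptor transcripts, the calls of Bax (adjusted p = 0.161), Bbc3 (adjusted p = 0.402) and Bid (adjusted p = 0.107) ended. With all 18 libraries and the siRNA as a covariate Bbc3 was at 0.19 and still called. It lost its call without siGFP DMSO replicate 1 (adjusted p = 0.0524) or siGFP Bu replicate 2 (adjusted p = 0.0574), 3 (adjusted p = 0.0647) or 4 (adjusted p = 0.0562). Bid lost it without siGFP DMSO replicate 1 (adjusted p = 0.108), 2 (adjusted p = 0.0507), 4 (adjusted p = 0.104) or 5 (adjusted p = 0.0772), or siGFP Bu replicate 1 (adjusted p = 0.101), 2 (adjusted p = 0.0958) or 3 (adjusted p = 0.0824), and when all 18 libraries were compared with the siRNA as a covariate (adjusted p = 0.0607).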

Depletion of *Ckmt1* induces mitochondrial depolarization and apoptotic cell death. Consistently, the Bu exposure of GC1spg cells was associated with a decrease in mitochondrial activity, as reflected by MTT experiments (Figure 5C).

Moreover, even if we had not identified this pathway in our in silico analysis of the RNAseq data, it was described that an increase in lipid peroxidation was observed in busulfan-treated testes after 1–2 weeks [22], suggesting an increase in reactive oxygen species (ROS) production. Indeed, mice treated with melatonin after busulfan injection showed enhanced spermatogenesis [23], and melatonin drives the expression of MnSOD (manganese superoxide dismutase), which counteracts apoptosis caused by high levels of busulfan-induced ROS [24].

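Genes of the antioxidant response regulated by NRF2 were raised by Bu in GC1spg cells. Of 36 genes on a list of oxidative stress and NRF2 targets, 22 were higher, none was lower and 14 were not called (24 higher and 1 lower when adjusted over the list alone). Txnrd1, a thioredoxin reductase, rose from 222 ± 3.54 CPM (SD, n = 5) to 312 ± 9.27 CPM (SD, n = 4), a log2 fold change of 0.51 (standard error 0.03, adjusted p = 1.51e-07 from edgeR). Nqo1, a quinone reductase, rose by 0.57 on the log2 scale (standard error 0.05), Gclc, a subunit of the rate-limiting enzyme of glutathione synthesis, by 0.50 (standard error 0.05), and Srxn1, a sulfiredoxin, by 0.45 (standard error 0.05). Sod2, which encodes MnSOD, was at 47.9 ± 3.52 CPM (SD, n = 5) with DMSO and 48.4 ± 2.18 CPM (SD, n = 4) with Bu (log2 fold change 0.03, adjusted p = 0.71).
The list passed the camera test with an estimated correlation (adjusted p = 0.0192), with a median log2 fold change of 0.17. Camera with the preset correlation gave adjusted p = 8.87e-11. With that setting, 42 of 100 groupings of the libraries, the real one included, called as many lists as the real one. The list of nuclear-retained transcripts fell in the same Bu libraries, and with its score as a covariate the set test did not pass (adjusted p = 0.0627), and 3 members were called higher and 2 lower.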

The list of genes affected by Bu was analyzed for overrepresentation analysis of gene ontology (GO) using Panther software (Table S3). GO analysis revealed enrichment in genes related to the cell cycle through alterations in microtubules and involved in DNA damage-associated processes [8].

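Higher genes were concentrated in cell division. Among 372 genes past the paper's thresholds that were higher with Bu and carried a GO term in the authors' file, 78 belonged to the term cell cycle (15.1 expected, Fisher's exact test, adjusted p = 4.46e-32), 64 to cell division (9.89 expected) and 27 to chromosome segregation (2.34 expected). The term microtubule-based process held 12 of them (0.896 expected, adjusted p = 3.83e-09). Among 442 lower genes, 1 term passed, transmembrane transport, with 25 genes (10.2 expected, adjusted p = 0.0324). The background was 10794 tested genes with a term, and this test was chosen after the data were seen.
On the list of tubulins and microtubule regulators, 19 of 30 measured genes were higher and 3 lower (19 and 4 when adjusted over the list alone). The higher ones were mostly tubulin genes, such as Tubb5, which rose from 1571 ± 34.4 CPM (SD, n = 5) to 2193 ± 29.8 CPM (SD, n = 4), Tubb2b, which rose by 0.65 on the log2 scale, and Tubb4b, which rose by 0.68. The 3 lower ones, named after their values were seen, were Mapt, Map1a and Map1b, which encode microtubule-associated proteins of neurons. Of 39 measured genes of crosslink and double-strand break repair, 23 were higher and none was lower (23 and 0 when adjusted over the list alone). They include Eme1, a nuclease subunit that cuts joined DNA molecules, with a log2 fold change of 0.63, and Exo1, an exonuclease, with 0.54 (standard errors 0.05). Of 40 genes of DNA replication and the G1/S transition, 22 were higher and none was lower (25 and 0 when adjusted over the list alone), with the replication initiation factor Mcm10 at 0.65 and the ribonucleotide reductase subunit Rrm2 at 0.46.
The 3 lists passed camera with a preset correlation and with an estimated correlation, with adjusted p = 0.00105 for tubulins, adjusted p = 0.00926 for repair and adjusted p = 0.00926 for replication in the latter. The list of nuclear-retained transcripts fell in the same libraries, and with its score as a covariate 3 genes of tubulins, 3 of repair and 2 of replication were called higher and none lower, and the call of Rrm2 ended (log2 fold change 0.42, adjusted p = 0.0816).

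**Figure D1:**
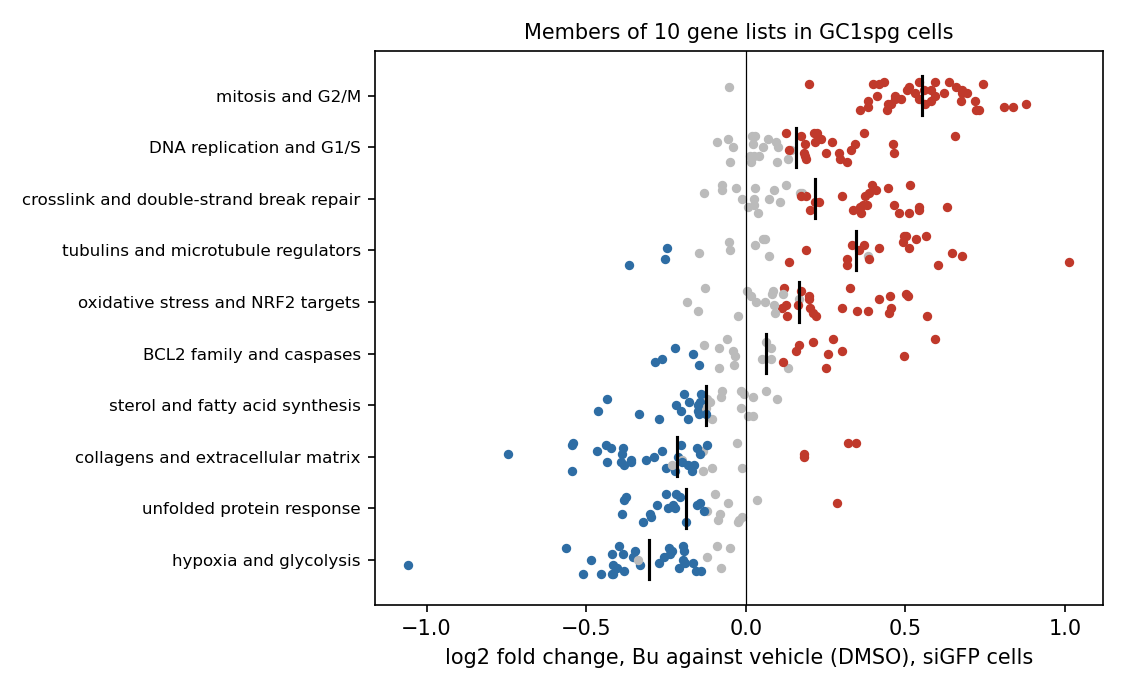
Log2 fold change with Bu against DMSO (horizontal axis) of the measured members of 10 gene lists (vertical axis) in siGFP cells. Each point is a gene, red if called higher, blue if called lower and grey if not called, and black lines are medians; the mitosis list lies farthest to the right and the hypoxia and glycolysis list farthest to the left.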

The analysis of the Bu-altered genes, using Cistarget, revealed the SIN3A and E2F families as potential regulators of a high proportion of these genes (see Tables S4 and S5).

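Genes listed as potential SIN3A targets were both raised and lowered by Bu in GC1spg cells. Of the 335 genes of Table S5, all tested, 138 were higher and 197 lower at an adjusted p under 0.05 from edgeR, and 56 were higher and 19 lower with the score of nuclear-retained transcripts, nearly confounded with Bu, as a covariate. The higher ones include mitotic genes, since 22 of the 335 are on the list of mitosis and G2/M genes. The study drew Table S5 from genes it had called on these samples, so these counts are not independent evidence of direction, and no enrichment was tested. Sin3a (ENSMUSG00000042557), which encodes the scaffold of a histone deacetylase complex, lies on chromosome 9 of GRCm38/mm10 from 57072040 to 57128366. Its transcript was at 85.7 ± 2.82 CPM (SD, n = 5) with DMSO and 81.7 ± 3.74 CPM (SD, n = 4) with Bu, a log2 fold change of -0.05 (standard error 0.04, adjusted p = 0.369).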

Of the deregulated genes, 29.5% showed potential regulation by Swi-independent chromatin modifier 3a (SIN3A). SIN3A influences gene expression during development and differentiation through various transcription factors and in a cell-specific manner. SIN3A is required for mitotic re-entry of gonocytes. Indeed, genetic inactivation of *Sin3A* in the male germline leads to infertility, resulting from the early and penetrating apoptotic death observed in germ cells lacking SIN3A and coinciding with re-entry into mitosis.

The E2F family is a potentially important regulator, as illustrated by E2F4, which targets 250 out of the 1145 deregulated genes (around 32%). 

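Table S4 lists 364 genes with potential E2F4 sites, all tested here. With Bu, 167 of them were higher and 197 lower at an adjusted p under 0.05 from edgeR, and 64 were higher and 22 lower with the score of nuclear-retained transcripts, nearly confounded with Bu, as a covariate. These genes overlap the potential SIN3A targets, with 268 names in both tables, and 31 of them are on the list of mitosis and G2/M genes. As with the SIN3A table, the study drew this list from genes called on these samples, so the counts are not independent evidence of direction.
Of the 8 E2F genes themselves, E2f7, which encodes a repressor in the family, was called higher, from 33.5 ± 2.44 CPM (SD, n = 5) to 40.8 ± 3.58 CPM (SD, n = 4), a log2 fold change of 0.30 (standard error 0.06, adjusted p = 0.00288). E2f4 was at 34.5 ± 2.34 CPM (SD, n = 5) with DMSO and 30.7 ± 2.49 CPM (SD, n = 4) with Bu, a log2 fold change of -0.15 (standard error 0.06, adjusted p = 0.0813). The other 6 were not called, with log2 fold changes from -0.16 for E2f5 to 0.15 for E2f8. E2f4 passed the threshold without siGFP DMSO replicate 5 (adjusted p = 0.0310) or siGFP Bu replicate 2 (adjusted p = 0.0414), E2f2 without siGFP DMSO replicate 2 (adjusted p = 0.0295) and E2f8 without siGFP Bu replicate 2 (adjusted p = 0.0130). With the score of nuclear-retained transcripts, nearly confounded with Bu, as a covariate, the call of E2f7 ended while its log2 fold change stayed at 0.31 (adjusted p = 0.384).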

The E2F transcription factors are primarily implicated in the regulation of entry and exit from the cell cycle. It has been proposed that E2F families might interact to control the maintenance of testicular tissue organization and the entry of undifferentiated quiescent spermatogonial cells into the mitotic proliferation, leading to meiosis and differentiation in the spermatozoa. Interestingly, E2F6 has been shown to form a complex with the Polycomb (PcG) group protein, which has a well-established role in gene silencing. RB/E2F and TP53 are intimately connected, and crosstalk between these pathways is critical for the induction of cell cycle arrest or cell death in response to cellular stresses. Along that line, GSEA analysis revealed the enrichment of genes associated with the TP53 pathway (Figure 5D). The analysis of KEGG pathways from our RNAseq data, consistent with previously published results, highlighted the main role of TP53 in the impact of Bu. The toxic effect of Bu is preferentially exerted on G1 phase cells [25]. Busulfan-induced DNA damage results in an increased expression of Tp53, leading to cell apoptosis [26]. The TP53 pathway activates *BAX* (Bcl2-associated X) and the expression of target genes, such as *Bax*, *Bid* (BH3-interacting domain death agonist), or *Puma* [27]. The induction of these genes allows for an increase in the permeability of the mitochondrial membrane, leading to the release of cytochrome c and the induction of apoptosis. Consistently, the level of phosphorylated TP53 was increased after Bu exposure (Figure 5E). Moreover, a 2.5-fold increase of P21 protein accumulation, a known target of TP53, was observed following Bu exposure compared with the control group (Figure 5F). In addition, the role of TP53 in the impact of Bu was validated by qPCR through the analysis of a known TP53 target, namely *Mmp24*, which was affected, according to the RNAseq results, and validated using qPCR (Figure 5G). These results highlight the main role TP53 plays in busulfan-induced effects.

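Mmp24 (ENSMUSG00000027612), which encodes a membrane-type matrix metalloproteinase, lies on chromosome 2 of GRCm38/mm10 from 155775342 to 155818366. In the RNA-seq of GC1spg cells its transcript rose from 6.51 ± 0.792 CPM (SD, n = 5) with DMSO to 8.22 ± 0.773 CPM (SD, n = 4) with Bu. The log2 fold change was 0.36 (standard error 0.10, adjusted p = 0.0137 from edgeR), and 3 of the 4 Bu libraries lay above every DMSO library (exact two-sided permutation test, p = 0.0238). The call ended without the libraries that held photoreceptor transcripts (log2 fold change 0.31, adjusted p = 0.0717) and when all 18 libraries were compared with the siRNA as a covariate, which averages the Bu effect over siGFP and siTGR5 cells (log2 fold change 0.09, adjusted p = 0.447). With the score of nuclear-retained transcripts as a covariate the direction turned (log2 fold change -0.16, adjusted p = 0.776). This score is nearly confounded with Bu, so that fit cannot tell an effect of RNA quality from an effect of Bu.

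**Figure D2:**
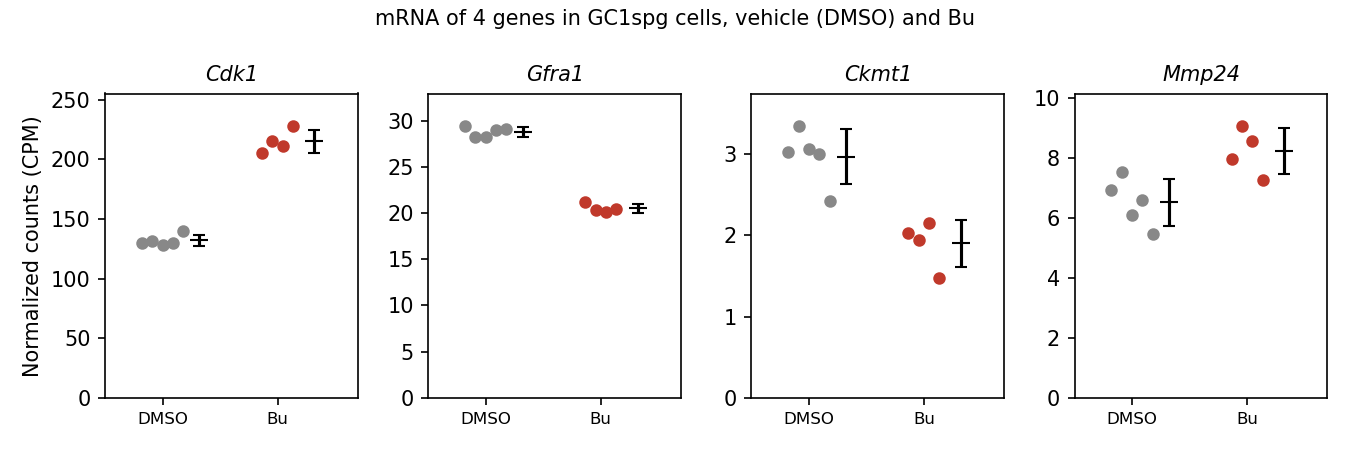
Normalized counts (CPM, vertical axes from 0) of Cdk1, Gfra1, Ckmt1 and Mmp24 in siGFP cells with DMSO (grey, n = 5) or Bu (red, n = 4). Each point is a library and bars are the mean and SD; the groups do not overlap for Cdk1, Gfra1 and Ckmt1, and 1 Bu library lies among the DMSO libraries for Mmp24.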

To validate some of the results from the in vitro studies on GC1spg cells, we analyzed the expression of some genes by qPCR on the whole testis after a short period when the impact on cellularity was not of importance. The results show that Bu led to a decrease in *Gfra1* at 3 days after the treatment (Figure 6A). In addition, 5 days after the exposure to Bu, there was an increase in the TP53 target gene *Mmp24* (Figure 6A).

Treatment with busulfan induces prolonged azoospermia, which is associated with the major impacts of the treatment on spermatogonia. Indeed, busulfan has an early impact on undifferentiated spermatogonia. Five days after busulfan treatment, a decrease of more than 99% of undifferentiated spermatogonia was observed (Supplementary Figure S1), leading to a major loss of other cell types between 2 and 4 weeks post-treatment. Then, the number of undifferentiated spermatogonia was restored to a number similar to the pre-treatment number; the time required for recovery of the number of undifferentiated spermatogonia is dose-dependent [19]. Our results are consistent with this observation. The effect of busulfan is indeed transient; once the number of undifferentiated spermatogonia is restored, spermatogenesis resumes, and the number of cells in the seminiferous tubule and fertility return to normal, although the recovery time is dose-dependent [19]. Regarding the mechanisms at the testicular level, the capacity of germ cells to recolonize is dependent on the population of spermatogonia. Our results highlight the impact on key genes of undifferentiated germ cells. Indeed, using the THY1 + cell sorting of spermatogonia in adult mouse testis, decreased mRNA accumulation of *Thy1*, *Plzf*, *Gfra1*, and *Fgfr2* was observed in the spermatogonia isolated from mice exposed to Bu compared to the control animals (Figure 6B).

Within the testis, there are two subpopulations of undifferentiated spermatogonia, Neurogenin 3 (*NGN3*)-negative cells, which show high stem cell potential, and *NGN3*+ cells, which show high differentiation potential [28]. The transcription factor *NGN3* is expressed in undifferentiated spermatogonia [29] and is required for the entry into the differentiation of *SSC*s [30]. Undifferentiated spermatogonia expressing *Ngn3* therefore do not contribute to *SSC*s; however, after spermatogonial depletion (induced by busulfan treatment), these cells are able to restore the stem cell pool, suggesting that the *NGN3* + cells have been “reprogrammed” into *SSC*s [31]. It appears that *Dmrt1* is required to replenish *SSC*s after germ line depletion [31]. The removal of *Dmrt1* from *NGN3*-positive germ cells was demonstrated to block the replenishment of Id4-GFP-positive *SSC*s and the recovery of spermatogenesis after busulfan treatment. Moreover, it has also been shown that depletion of *Miwi2*-expressing cells results in a transient impact on testicular homeostasis, with this population behaving strictly as transit-amplifying cells under homeostatic conditions. However, upon injury, *Miwi2*-expressing cells are essential for the efficient regenerative capacity of the testis and display facultative stem activity in transplantation assays [32]. In summary, the mouse testis adopted a regenerative strategy to expand stem cell activity by incorporating a transit-amplifying population to the effective stem cell pool, thus ensuring rapid and efficient tissue repair. Interestingly, the present results show that, during a short-term period (1 week), Bu exposure was associated with a decreased expression of *Neurog3* and *Miwi2*, markers of progenitor spermatogonia (Figure 6B). Note that no statistical impact was observed for *Id4*, a main marker of *SSC*s (Figure 6B). This might explain how the germ cell lineage could progress through *SSC*s, resulting in regeneration and recolonization of the seminiferous epithelium.

## 4. Conclusions

The results of this study suggest that Bu treatment may initially impact both *SSC*s and progenitor spermatogonia. However, it is interesting to note that *Id4* expression was less affected, which may partially explain how the germ cell lineage can reemerge in time. Thus, this mechanism could represent a way to minimize the impact of chemodrugs on key *SSC* genes, such as ID4, in order to stimulate their regenerative capacities. However, it still remains to be determined if the differentiated germ cells are of an appropriate quality to produce normal progeny and without the development of pathologies.

In view of our experimental approach, it is important to keep in mind that this single-molecule approach is the first step to better understanding the chemosensitivity of germ cells during chemotherapy treatment. However, it is now well recognized that cancer treatments are more effective when chemotherapy molecules are administered in combination. This strategy of cocktails of drugs is widely used to improve the treatments for patients. Indeed, combinations of molecules are known to improve the selectivity of targets and, thus, to prevent the appearance of resistance to treatment. In anticancer drug cocktails, the different chemotherapeutic molecules may work in the same or different pathways to obtain synergistic, additive, and potentiating effects.

It is clear that chemotherapy cocktails must have differential effects compared to exposure to single molecules. We now need to explore whether the identified effects of Bu and potential downstream signaling targets could be extrapolated to protocols using chemotherapy cocktails. Thus, there is still a significant amount of research needed to identify if key markers of *SSC*s, such as ID4, could be associated with the impact of chemodrugs, so as to target them for preserving stem cell populations, which could allow for germ cell regeneration following anticancer treatment.

## Figures and Tables

**Figure 1:**
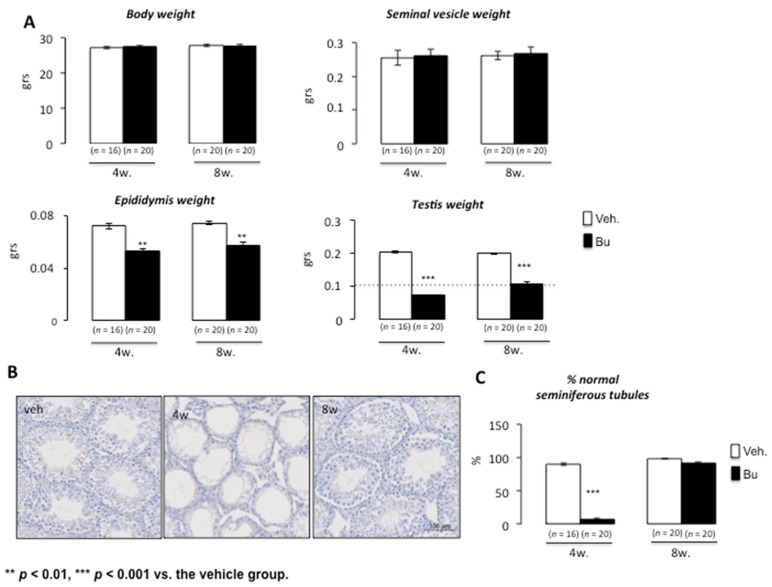
Acute busulfan exposure alters testes in male mice. (**A**) Body, seminal vesicle, epididymis, and testis weights of C57BL/6J males 4 or 8 weeks after busulfan or vehicle treatments. (**B**) Representative micrographs of hematoxylin/eosin-stained testes of C57BL/6J males 4 or 8 weeks after busulfan or vehicle treatments. (**C**) The number of normal seminiferous tubules of C57BL/6J males treated with the vehicle or busulfan (4 or 8 weeks after treatment). For all panels, the data were obtained from at least three independent experiments; the number of animals per group is indicated in brackets below the bars of the graphs. The data are expressed as the means ± SEM. Statistical analysis: ** *p* < 0.01, and *** *p* < 0.001 vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

**Figure 2:**
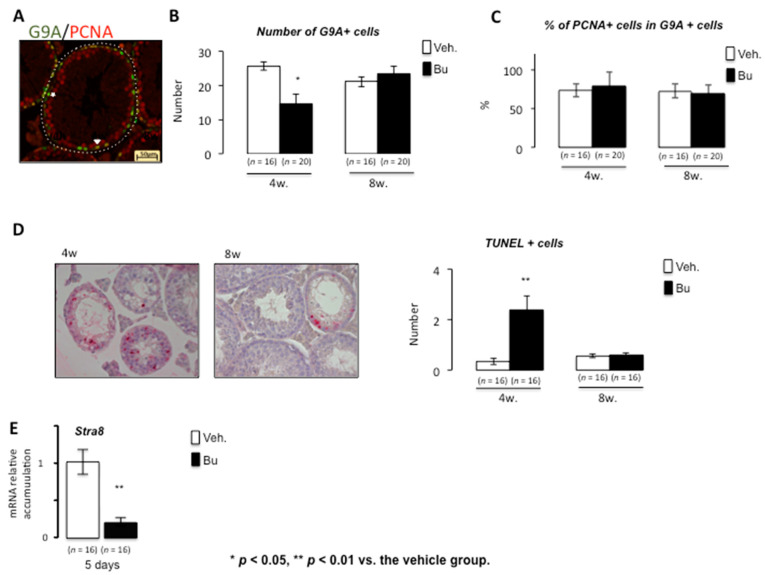
Acute busulfan exposure alters spermatogenesis and germ cell survival in male mice. (**A**) Representative micrograph of vehicle- or Bu-treated testis stained for G9A (green) and PCNA (red). The arrowhead indicates G9A/PCNA-positive cells, and the star indicates PCNA-negative and G9A-positive cells. (**B**) The number of G9A-positive cells per seminiferous tubules in testes treated with vehicle or busulfan (4 and 8 weeks after treatment). (**C**) The percentage of G9A-positive cells co-stained for PCNA in testes treated with vehicle or busulfan (4 and 8 weeks after treatment). (**D**) (Left) Representative micrograph of testes of vehicle- or Bu-treated males stained for TUNEL. (Right) The number of TUNEL-positive cells per seminiferous tubule of males treated with vehicle or busulfan (4 or 8 weeks after treatment). (**E**) Relative *Stra8* mRNA accumulation normalized to β-actin on testis after exposure to vehicle or Bu after 5 days. For all panels, the data were obtained from at least three independent experiments; the number of animals per group is indicated in parentheses below the bars of the graphs. The data are expressed as the means ± SEM. Statistical analysis: * *p* < 0.05, ** *p* < 0.01 vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

**Figure 3:**
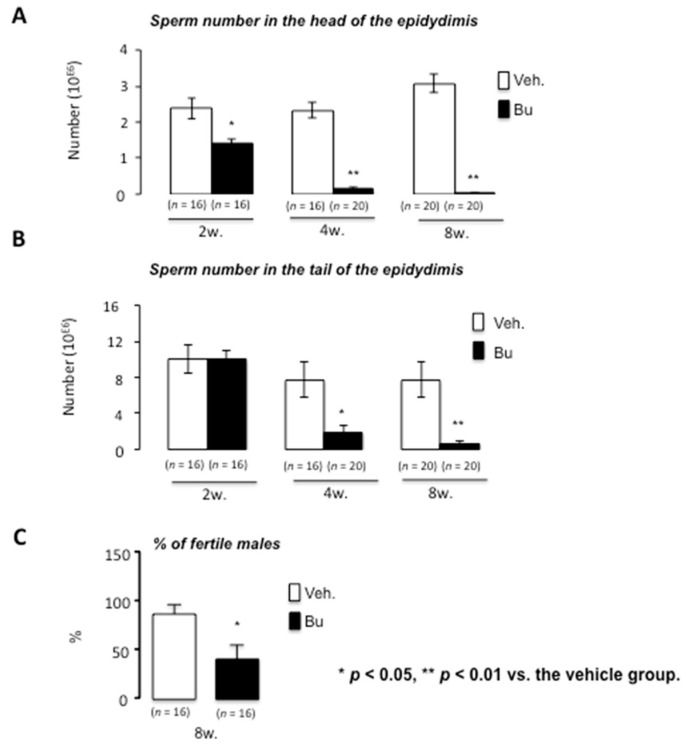
Busulfan alters germ cell production and male fertility in mice. (**A**) Sperm count in the epididymis head of C57BL/6J males at 2, 4, and 8 weeks after busulfan or vehicle treatments. (**B**) Sperm count in the epididymis tail of C57BL/6J males at 2, 4, and 8 weeks after busulfan or vehicle treatments. (**C**) Percentage of fertile males 8 weeks after vehicle or busulfan treatment following breeding with C57BL/6J females. For all panels, the data were obtained from at least the independent experiments; the number of animals per group is indicated in parentheses below the bars of the graphs. The data are expressed as the means ± SEM. Statistical analysis: * *p* < 0.05, ** *p* < 0.01 vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

**Figure 4:**
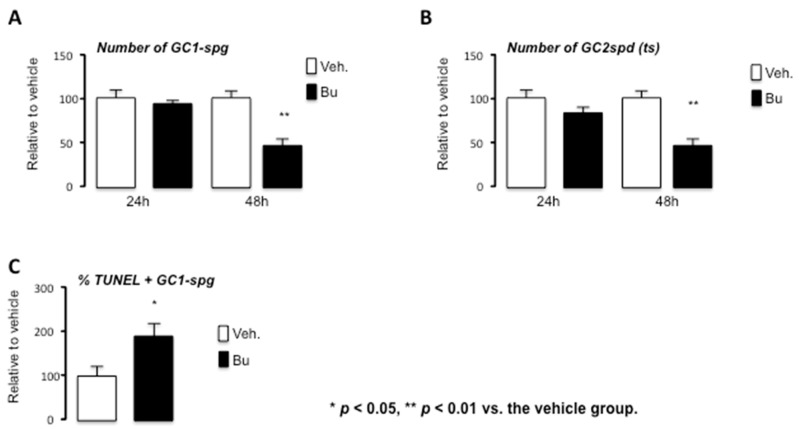
Busulfan treatment leads to the alteration of germ cell numbers through apoptosis in the GC1spg cell line. (**A**) Number of adherent cells after 24 or 48 h of treatment with vehicle or Bu in GC1spg cells. (**B**) Number of adherent cells after 24 or 48 h of treatment with vehicle or Bu in GC2spd (ts) cells. (**C**) The relative number of TUNEL-positive of vehicle- or Bu-treated GC1spg cells after 24 h. For all panels, the data were obtained from at least three independent experiments. The data are expressed as the means ± SEM. Statistical analysis: * *p* < 0.05, ** *p* < 0.01 vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

**Figure 5:**
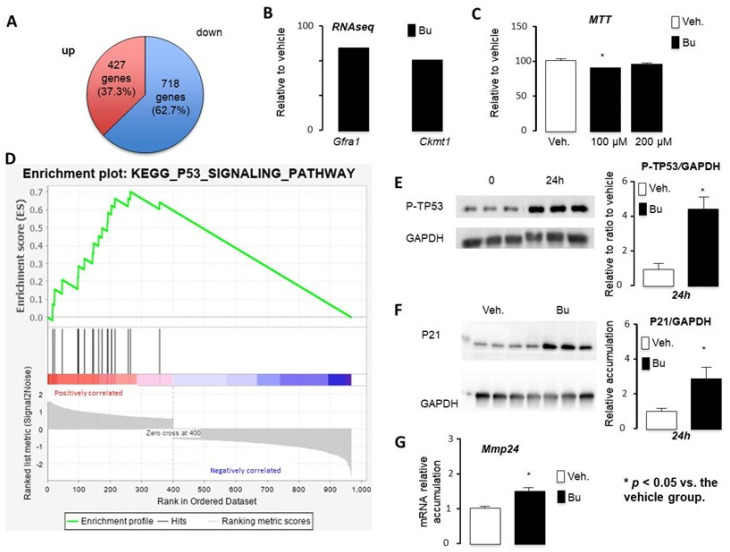
The RNAseq approach defined key targets of busulfan in the GC1spg cell line. (**A**) Venn diagram for differentially expressed genes in GC1spg cells tr eated for 24 h with vehicle or 200 μM Bu. (**B**) Fold change of *Gfra1* and *Ckmt1* obtained from the RNAseq data. (**C**) MTT data for the GC1spg cells treated for 24 h with vehicle or 100 μM or 200 μM Bu. (**D**) GSEA data obtained for genes differentially expressed in Bu- vs. vehicle-treated GC1spg cells. (**E**) Representative Western blots of GAPDH and Phospho-TP53 (P-TP53) and quantification of ratios in GC1spg cells treated with vehicle or Bu for 24 h. (**F**) Representative Western blots of GAPDH and P21 and quantification of ratios in GC1spg cells treated with vehicle or Bu for 24 h. (**G**) Relative *Mmp24* mRNA accumulation normalized to β-actin on GC1spg cells treated for 24 h with vehicle or 200 μM of Bu. Veh.: vehicle and Bu: busulfan. * *p* < 0.05, vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

**Figure 6:**
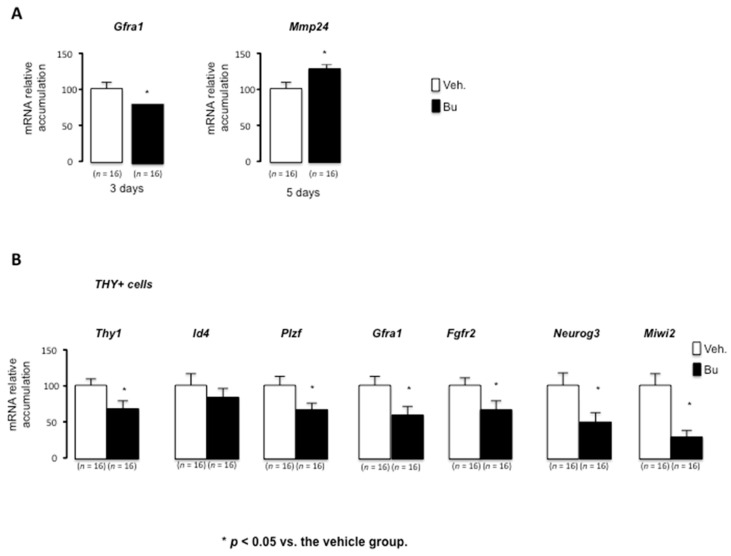
Busulfan alters key genes of undifferentiated spermatogonia in male mice. (**A**) Relative *Gfra1* and *Mmp24* mRNA accumulation normalized to *β-actin* on testes after exposure to vehicle or Bu after 3 or 5 days following exposure. (**B**) Relative *Thy1*, *Id4*, *Plzf*, *Gfra1*, *Fgfr2*, *Neurog3*, and *Miwi2* mRNA accumulation normalized to *β-actin* on FACS cell-sorted Thy1+ cells 1 week after exposure to vehicle or Bu. The data are expressed as the means ± SEM. Statistical analysis: * *p* < 0.05 vs. the vehicle group. Veh.: vehicle and Bu: busulfan.

## Data Availability

Data are available upon request to the corresponding author; for the RNAseq data, the accession number for the RNAseq data reported in this paper is GSE164734.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10092403/s1. Figure S1: The number of PLZF-positive cells per seminiferous tubules in testes treated with vehicle or busulfan (5 days after treatment). 

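Table S1 is a list of gene names without values. In the siGFP libraries tested here, the median log2 fold change of its tested genes with Bu was -0.52, and 617 of them also passed the paper's thresholds on fold change and adjusted p. Its names include Adgrd1, Cacna1g, Pcsk6, Vdr and Adamts2, which had the smallest p among lower genes.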

Table S1: List of genes decreased by Bu versus the vehicle. Table S2: List of genes increased by Bu versus the vehicle. Table S3: Gene ontology. Table S4: List of genes with potential E2F4 binding sites. Table S5: List of genes potentially regulated by SIN3A.

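Table S2 likewise holds names only. Its tested genes had a median log2 fold change of 0.47 with Bu in siGFP cells, and 409 of them passed the paper's thresholds on fold change and adjusted p here.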

# Supplementary material for: Analysis of the Reversible Impact of the Chemodrug Busulfan on Mouse Testes
**Source:** Cells. 2021 Sep 13;10(9):2403. doi: 10.3390/cells10092403
**Supplement:** Supplementary file 1

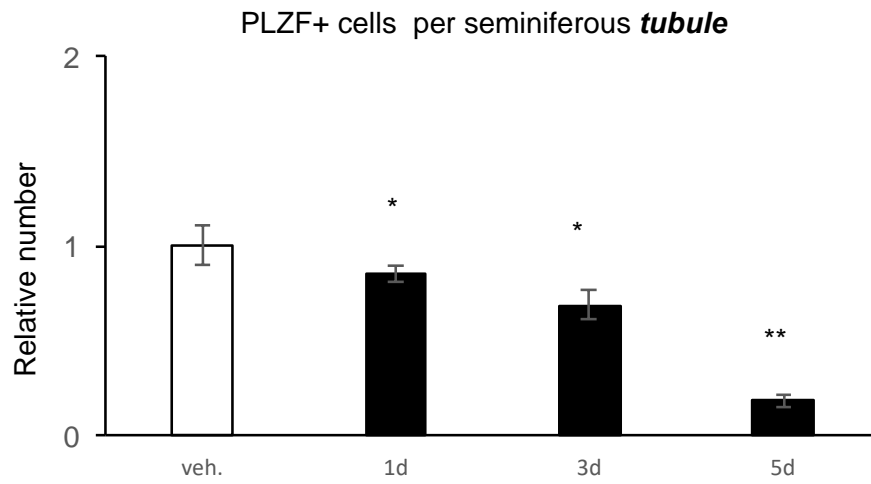

**Figure S1.** Quantification of the relative number of PLZF positive cells per seminiferous tubules in *Wt* testis treated with busulfan (1 to 5 days after treatment). The mean number of PLZF+cells observed in *Wt* males treated with Bu was arbitrarily set at 100 for comparison with the number of G9A+ cells observed one and two weeks after treatment.

How the deposited data were processed for this re-analysis (not part of the article)

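RNA of GC1spg cells was measured in 18 libraries, 5 of siGFP cells with DMSO, 4 of siGFP cells with Bu, 5 of siTGR5 cells with DMSO and 4 of siTGR5 cells with Bu. For the siGFP groups the paper gives 200 μM for 24 h, and for the siTGR5 groups it gives no dose or time. The authors made single-end libraries of poly(A) RNA. According to the paper they mapped the reads to mm10 with Hisat2 and Bowtie2, kept uniquely aligned reads and counted them per gene with HTSeq and the Ensembl annotation. The submitters' processing notes name bcl2fastq 2.17.1.14, TopHat2 in place of Hisat2, Bowtie2 2.1.0 and DESeq2 1.0.19. The authors' deposited table has 74 columns and 31643 genes, 1363 of them (4.31%) with no count in any library. Its raw columns hold read counts deposited by the authors, which were the values used here. The authors also deposited 18 columns of normalized signal, the raw counts divided by 1 size factor per library, and 18 of that signal divided by transcript length, which were not used here. The authors' log2 fold changes, p-values and adjusted p-values for 3 comparisons name the groups by letters, which were matched to groups by the fold changes of the labelled normalized columns. Of the gene identifiers, 31612 (99.9%) are in the GENCODE M21 annotation and 96.8% of the genes have its start and end. Coordinates are those of the authors' table, on GRCm38/mm10.

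Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Each comparison used TMM factors, edgeR's filterByExpr (minimum count 10, minimum total 15), a quasi-likelihood fit of the group means and the quasi-likelihood F-test with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.05. The comparisons were Bu against DMSO in siGFP cells (14304 genes tested), Bu against DMSO in siTGR5 cells (14372), the difference of these effects over all 18 libraries (14783) and siTGR5 against siGFP in DMSO (14292). Replicate numbers of the labels were not used to pair libraries, since the paper names no pairing. CPM are TMM-normalized, and 0.5 was added before logarithms. Single genes were also tested by exact two-sided permutation over the 126 splits of the 9 siGFP libraries. In the tests on simulated counts, edgeR recovered 79.1% of genes changed by 0.6 on the log2 scale in siGFP cells, and 46.3%, 70.1% and 86.4% of those changed by 0.3, 0.6 and 1 in the difference between siRNAs, where 8.78% of calls were unchanged genes. In the same simulated siGFP comparison, 10.5% of DESeq2's calls were unchanged genes.

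There were 20 gene lists fixed before the data were examined, and 19 of them were tested with camera (preset correlation 0.01, Benjamini-Hochberg over the lists), with camera with an estimated correlation and with fry. The other had 1 measured member. The genes named in the text were chosen by a rule fixed at the same time. It takes every gene whose mRNA the paper's text discusses, the 5 genes with the smallest p in each direction, the 5 with the largest fold change in each direction among called genes at a mean of 1 CPM or more whose groups did not overlap, and up to 4 members of each list with the smallest p. The gene names in Tables S1 to S5 had been seen when the lists and the rule were written. The alternatives were DESeq2 1.42.0, RLE size factors, no filter on low counts, a mean of at least 1 CPM, all 18 libraries in 1 fit, all 18 libraries with the siRNA as a covariate, which gives 1 effect of Bu averaged over both siRNAs, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were the GO enrichment (Fisher's exact test over terms of 10 to 500 genes), the exact permutation of list scores, the setting without the libraries that held photoreceptor transcripts, and the score of nuclear-retained transcripts as a covariate. Retina markers with a median over 1 CPM in the 18 libraries were left out of the sums that pick those libraries, also after their values were seen. The counts of genes in each comparison were set against 100 splits of the same libraries. For the difference between siRNAs the splits exchanged the siRNA labels within DMSO and within Bu, with the additive effects of siRNA and agent held as offsets, which was also chosen after seeing the data. No overlap or enrichment was tested on Table S1, because the copy used is shorter than the paper's count. Results for some genes and gene lists are not reported here.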

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

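Chosen only after the results were seen were the count of groups that held both kinds of library, the comparison of the siRNAs in DMSO for the hypoxia and glycolysis list, the removal of retina markers that GC1spg cells express, the exchanges of siRNA labels counted at the paper's thresholds or with the effects of siRNA and agent held, and the settings without photoreceptor libraries and with the score of nuclear-retained transcripts.

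Transcripts of rod photoreceptors summed to 8.55 to 123 CPM in 7 libraries and to 1.58 to 3.34 CPM in the other 11, over 21 of 25 listed rod genes after 4 that GC1spg cells express were left out. The highest sum was 123 in siGFP DMSO replicate 5, and in siTGR5 DMSO replicate 4 the sum of 50.2 lay far from the 1.58 to 2.63 of the others of its group. Gnat1, a subunit of rod transducin, had a mean of 6.81 CPM in these libraries and 0.343 CPM in the others. A response to Bu or to an siRNA is argued against, since all 4 groups hold both kinds of library. RNA from retina in these libraries, a hypothesis, may account for the pattern: the sum of 10 markers of inner retinal cells (of 15 listed, 5 being expressed in GC1spg cells) rose with the rod sum over the 7 libraries (Pearson r = 0.976, exact permutation p = 0.00139, adjusted p = 0.00278 over 2 correlations; Spearman rho = 0.893, exact permutation p = 0.0123; r = 0.877 without the 2 farthest libraries).

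The effect of Bu differed between siTGR5 and siGFP cells for 203 genes, by edgeR's test of the difference itself. This count fell to 125 without siGFP DMSO replicate 1, 135 without siGFP DMSO replicate 3, 119, 135 and 118 without siTGR5 DMSO replicates 1, 3 and 4, and 87, 101 and 97 without siTGR5 Bu replicates 2, 3 and 4. It was 47 without the libraries that held photoreceptor transcripts, 388 with DESeq2 and 411 with no filter. Splits were made by exchanging the siRNA labels, with the effects of siRNA and agent held as they were. Of 100 splits, only the real one gave as many as 203, and the highest of the others gave 26. A random exchange of labels can thus be excluded for the count of 203. At the paper's thresholds with an unadjusted p 241 genes passed, which 4 of the 100 splits reached, the real one included. The highest of the others gave 337, more than the real one, so chance cannot be excluded for this count. With an adjusted p 23 passed, in 1 of 100, with 1 in the highest of the others. A random exchange can be excluded for the count of 23 too. Splits in which the effect of the siRNA itself was not held (3, 11 and 1 of 100, with 286, 674 and 22 in the highest of the others) decide nothing, since they mix cells that differ in 4039 genes in DMSO. The splits were not repeated for the counts under other settings. They test only whether these libraries group at random. The replicates are not said to be separate cultures, so differences between cultures or batches are not excluded. By list, the median difference was 0.27 for hypoxia and glycolysis, 0.13 for collagens and extracellular matrix and 0.10 for the unfolded protein response, each higher in siTGR5 cells and each past camera with an estimated correlation (adjusted p = 0.00304, 0.0338 and 0.0262). The list of nuclear-retained transcripts moved the same way, by 0.22, though not past camera with an estimated correlation (adjusted p = 0.362). With its score as a covariate the 3 median differences were 0.273, 0.132 and 0.113 (adjusted p = 0.00521, 0.0195 and 0.0195). In that fit the lists of replication (0.078, adjusted p = 0.0228) and tubulins (0.0581, adjusted p = 0.0426) passed as well, which they did not without the covariate.

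Of the 34 genes of hypoxia and glycolysis, all had a positive difference, 12 of them called (23 when adjusted over the list alone), from a median log2 fold change with Bu of -0.30 in siGFP cells and -0.04 in siTGR5 cells. The 28 members with no pseudogene named after them had a median difference of 0.282 (bootstrap standard error over genes 0.04). This argues against reads shared with pseudogenes so named. Pseudogenes under other names were not looked for, so shared reads in general stay open. With the score of nuclear-retained transcripts as a covariate the difference was 0.273. This score separates the Bu from the DMSO libraries with both siRNAs. That fit therefore cannot decide whether less nuclear RNA in the Bu libraries plays a part. In DMSO, siTGR5 cells lay below siGFP cells by a median log2 fold change of -0.0864 (bootstrap standard error over genes 0.0172). This was smaller in size than -0.151, the fall with Bu in siGFP cells halved, a cut chosen after the results were seen. The siRNA alone could thus still account for a part of the difference, and the same siGFP DMSO libraries enter both comparisons. A weaker response of these genes to Bu in siTGR5 cells may remain as a hypothesis.

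The paper does not report the siTGR5 libraries. In siTGR5 cells 4409 genes were called between Bu and DMSO. Of 100 splits only the real one gave as many, so a random split of these libraries can be excluded. The highest of the others gave 1551. Between siTGR5 and siGFP cells in DMSO 4039 genes were called, again in 1 of 100 splits, with 1 gene in the highest of the others. In siGFP cells 4023 genes were called with Bu, 1317 passed the paper's thresholds with an unadjusted p and 1049 with an adjusted p. Each count was reached by 1 of 100 splits, the real one, with 374, 637 and 17 in the highest of the others. A random split can be excluded for each. For the number of lists called by camera with its preset correlation it cannot be excluded: 42 of 100 splits called as many as the 12 of the real one, and the highest of the others called 15.

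In 6 of 100 groups of values tested, 1 library lay far from the others, and chance gives about 1 in 20, or 5. Besides the rod sum these were siGFP Bu replicate 2 for the score of the repair list (0.0544 against 0.113 to 0.124) and for that of the spermatogonia list (-0.101 against -0.0295 to -0.0213), and siTGR5 DMSO replicate 5 for the score of nuclear-retained transcripts (0.470 against 0.108 to 0.168). The level of Cdk1 was 140.3 CPM in siGFP DMSO replicate 5 against 128.3 to 131.1 CPM in the others, and 130.8 CPM in siTGR5 DMSO replicate 2 against 132.6 to 133.4 CPM.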

How the results depend on the processing

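Chosen only after the data were seen were the settings without photoreceptor libraries and with the score of nuclear-retained transcripts, and the exact permutation of list scores. For Bu against DMSO in siGFP cells, 42 of 109 named genes and 16 of 29 set tests stayed on their side of the threshold in every setting, and those called kept their direction. The count of 4023 called genes was 4070 with DESeq2, 3978 with RLE size factors, 4030 with no filter, 3819 at a mean of at least 1 CPM and 4708 with all 18 libraries in 1 fit, and 3156 to 4109 leaving out 1 library at a time. The replicate block gave 4314 genes, 4066 in siTGR5 cells, 265 for the difference and 4493 between siRNAs. Whether the numbers pair the samples is not known. A library's closest partner bore its own number in 1 of 13 cases, and siGFP Bu was not checked against siTGR5 Bu. With all 18 libraries and the siRNA as a covariate, which averages the effect of Bu over both siRNAs, 6152 genes were called (3111 lower), Mmp24 was at 0.08883 and no longer called, and Lyz2, not called in either, turned to 0.5418. Without photoreceptor libraries, which leaves fewer samples, Mmp24 was at 0.3106 and no longer called, the Sertoli list passed (adjusted p = 0.0315), and the calls were 2961 in siGFP cells, 2660 in siTGR5 cells (1286 higher, 1374 lower) and 47 for the difference (29 higher, 18 lower). With the score of nuclear-retained transcripts as a covariate, which separates Bu from DMSO in the siGFP libraries without overlap, 283 genes were called (172 higher, 111 lower), 48 passed the paper's thresholds with an adjusted p (39 higher, 9 lower) and 430 were lower with an unadjusted p; Gfra1 kept its log2 fold change (-0.4775) but not its call (adjusted p = 0.0568), while Mmp24 turned to -0.158, Bid to -0.08793 and Rsad2 to 0.3898. The set tests gave 0.0627 for NRF2 targets, and 0.919 for sterol synthesis and 0.859 for nuclear-retained transcripts with the direction turned, and 64 genes of Table S4 were called higher and 22 lower, and 56 and 19 of Table S5. For the difference between siRNAs, DESeq2 called 388 genes (175 higher, 213 lower) and no filter 411 (247 higher, 164 lower), and leaving out 1 library gave 87 to 270 genes (45 to 146 higher, 38 to 138 lower). The sterol list lost its call with an estimated correlation (adjusted p = 0.32). By fry, BCL2 genes (0.000526), spermatogonia (0.0251), Sertoli (0.00888) and Leydig (0.0349) lists passed, and by exact permutation BCL2 genes (0.0126, with scores that overlap when normalized over all 18 libraries), spermatogonia (0.0215) and Sertoli (0.0302). The Leydig set test ran from 0.0382 (without siGFP Bu replicate 2) to 0.312. Apart from the settings whose construction is given, the cause was not tested. Depth limits genes near the filter, such as Gpbar1 at 4 to 40 counts per library.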

Differences from the paper's values

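The setting with the score of nuclear-retained transcripts as a covariate was chosen after the data were seen. No other test reported here was. None of the 10 measures compared with the paper's values differed both by more than the replicate SD, where there was one, and by more than 1.5 times, nor did any of their 112 values under the alternatives. These alternatives do not include the settings without photoreceptor libraries and with the score of nuclear-retained transcripts as a covariate. With that covariate, far fewer genes passed the paper's thresholds in siGFP cells than the paper counts. The measures for E2F4 and SIN3A were counted from the paper's own Tables S4 and S5, so they do not test these data. Gfra1 differed by more than its replicate SD of 1.69% of vehicle, though by less than 1.5 times. In Fig. 5B, read by eye, Gfra1 is at about 79% of vehicle and Ckmt1 at about 67%, and the values here were 72.1% and 65.0%. The authors' deposited table gives 71.9% for Gfra1 and 64.9% for Ckmt1.

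Some statements of the paper stand apart from the values here. The paper names Cdk1 as the most deregulated gene by p-value. By p, Cdk1 ranked 7 in edgeR, where Cdca5 ranked first, and 6 in DESeq2, and it ranked 1 in the authors' deposited table. The main text cites Table S1 for the upregulated and Table S2 for the suppressed genes, whereas all 694 tested genes of Table S1 were lower and 424 of 425 of Table S2 higher, as the captions of the tables have it. For E2F4 the paper's text gives 250 of 1145 genes, around 32%, whereas Table S4 holds 364 names, 31.8% of 1145. The paper states that oxidative stress was not found in its analysis of the RNA-seq data. Here 22 of 36 genes of the oxidative stress and NRF2 list, which the paper did not use, were higher with Bu in siGFP cells. They were counted at an adjusted p under 0.05 without the paper's limit on fold change. The list's median log2 fold change was 0.17. With the score of nuclear-retained transcripts as a covariate, the set test of this list did not pass. The paper analysed genes past its own thresholds, so this count cannot decide whether its statement holds.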

Other observations

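The tests of long genes were set before their results were seen, and the exact permutation of list scores was chosen after.

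Outside the groups the paper discusses, Bu lowered several groups of genes in siGFP cells. Of 34 genes of hypoxia and glycolysis, 29 were lower and none was higher (31 and 0 when adjusted over the list alone), among them Car12, a carbonic anhydrase, with a log2 fold change of -0.56 (standard error 0.04), Pfkl, a phosphofructokinase subunit, with -0.41 (standard error 0.04) and P4ha2, a collagen prolyl hydroxylase, with -0.42 (standard error 0.04). Of 40 measured genes of collagens and extracellular matrix, 28 were lower and 4 higher (33 and 4 when adjusted over the list alone), with Col6a2, a collagen VI chain, at -0.54 and Nid2, a basement membrane protein, at -0.54. The 4 higher, named after their values were seen, were Timp1, Col18a1, Fbln1 and Thbs2. Of 27 genes of the unfolded protein response, 17 were lower and 1, Atf3, was higher (17 and 1 when adjusted over the list alone), with the chaperone gene Hyou1 at -0.37 and the stress sensor gene Ern1 at -0.39. These lists passed camera with an estimated correlation (adjusted p = 0.0120, 0.0156 and 0.0355). With all 18 libraries and the siRNA as a covariate, which averages the effect of Bu over both siRNAs, Pfkl was at -0.22, P4ha2 at -0.24, Nid2 at -0.28 and Hyou1 at -0.24, each still called. Of 29 genes of sterol and fatty acid synthesis, 15 were lower and none was higher (18 and 0 when adjusted over the list alone), with the desaturase gene Scd1 at -0.43 and Insig1, a brake on sterol synthesis, at -0.46, but the list lost its call with an estimated correlation (adjusted p = 0.32). Among nuclear-retained transcripts, whose list passed at adjusted p = 0.0436 with an estimated correlation, Neat1 was at -0.98 (standard error 0.07) and Leng8 at -0.83 (standard error 0.07), and the higher one was Srsf7. With the score of nuclear-retained transcripts as a covariate, 1 gene of hypoxia and glycolysis, 5 of matrix, 3 of the unfolded protein response and none of sterol synthesis were called lower.

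The lists of interferon-stimulated and immediate early genes and of Sertoli, Leydig and macrophage markers did not pass camera. Of 29 interferon-stimulated genes, 2 were higher and 2 lower (0 and 1 when adjusted over the list alone), and of 25 immediate early genes, 6 were higher and 2 lower (6 and 2 when adjusted over the list alone), with Dusp4, a phosphatase that limits ERK, at 0.42. The immediate early list had a median log2 fold change of -0.03 and a mean of 0.04. Among markers of other testicular cells, 11 of 16 for Sertoli cells had enough counts to be tested in GC1spg cells. The same held for 4 of 13 for Leydig cells, 2 of 14 for macrophages and 1 of 21 for meiotic and haploid germ cells. Wt1 (-0.27) and Inha (-0.75) among the Sertoli markers, Ptgds (-0.19) among the Leydig markers and the meiotic gene Stag3 (-0.40) were lower, and no macrophage marker was called. Thy1, Zbtb16, Piwil4, Dmrt1, Stra8 and Pou5f1, which the paper discusses in testes, had too few counts to be tested, with means under 0.1 CPM with DMSO.

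With exact permutation of list scores over all splits of the 9 libraries, the lists of mitosis, replication, BCL2 genes, repair, NRF2 targets, tubulins, hypoxia, matrix, unfolded protein response and nuclear-retained transcripts each had adjusted p = 0.0126, from the smallest p that these libraries can give (0.00794). The scores of the BCL2 genes overlapped when normalized over all 18 libraries, with -0.00246 in siGFP Bu replicate 3 and -0.000717 in siGFP DMSO replicate 4.

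In siTGR5 cells, 2226 genes were higher and 2183 lower with Bu. All 40 mitosis genes were higher (40 when adjusted over the list alone, median log2 fold change 0.68), and Kif18b, a mitotic kinesin, Nusap1, a spindle protein, and Cdk1 rose by 0.88, 0.87 and 0.76 on the log2 scale (standard errors 0.03 to 0.04). The nuclear-retained list moved with Bu in these cells too, with 14 of 28 measured members lower and 1 higher (14 and 2 when adjusted over the list alone, median log2 fold change -0.18). It did not pass camera with an estimated correlation (adjusted p = 0.579). Its score separated the Bu libraries (-0.131 to 0.0614) from the DMSO libraries (0.108 to 0.470). Bu against DMSO in siTGR5 cells was not fitted with this score as a covariate. Plxna4, a semaphorin receptor, had the smallest p among lower genes, at -0.68. Over 14110 genes, which are not independent replicates, the log2 fold changes in both kinds of cells had a Pearson r of 0.664, and 1266 genes were higher in both (321 expected by chance) and 1202 lower in both (302 expected), while 8 and 11 went opposite ways. Gfra1 was also lower (-0.41, adjusted p = 0.000403). Ckmt1 (-0.06, adjusted p = 0.735) and Mmp24 (-0.18, adjusted p = 0.146) were not called, and the test of the difference from siGFP cells gave adjusted p = 0.105 for Ckmt1 and 0.0547 for Mmp24. The latter passed without siGFP DMSO replicate 2 (adjusted p = 0.0328) or siGFP Bu replicate 4 (adjusted p = 0.0310), and with DESeq2 (adjusted p = 0.0167).

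The knockdown target Gpbar1, which encodes TGR5, was scarce, at 0.701 ± 0.180 CPM (SD, n = 5) in siGFP and 0.355 CPM in siTGR5 cells with DMSO, with a log2 fold change of -0.99 (standard error 0.28, adjusted p = 0.0135 from edgeR), and its call ended without the photoreceptor libraries (adjusted p = 0.0692). With DMSO the lowest siGFP library (0.443 CPM) lay below the highest siTGR5 library (0.491 CPM). With Bu, Gpbar1 was at 0.463 CPM in siGFP and 0.348 CPM in siTGR5 cells, and the lowest of these 8 libraries was siGFP Bu replicate 1 (0.211 CPM). The siRNAs were not compared with each other in the Bu libraries, which enter the difference between siRNAs. In DMSO, 1978 genes were higher and 2061 lower in siTGR5 cells, with Gspt1, a translation termination factor, at -0.65 and Akap5, a kinase anchor, at 0.68, and Ckmt1 at 0.68. The largest difference of the Bu effect by p was that of mt-Nd6, a mitochondrial subunit of complex I, at 2.58 (standard error 0.20, adjusted p = 1.03e-07).

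The longest genes were lower after Bu with both siRNAs. Among 14110 genes, the 1411 that span more than 112663 bases had a median log2 fold change of -0.0909 in siGFP and -0.121 in siTGR5 cells, against 0.0131 and 0.0158 for the others, and in siGFP cells 400 of them were called lower and 66 higher. Transcript length or abundance is argued against by a comparison with genes matched on both. Against them the longest genes lay at -0.0971 (standard error 0.0084) in siGFP and -0.14 (standard error 0.00743) in siTGR5 cells. Standard errors in this paragraph are from a bootstrap over genes, so they do not measure the spread between libraries. Less nuclear RNA in the Bu libraries is argued against, since within groups the level of these genes did not follow the score of nuclear-retained transcripts over 18 libraries (Pearson r = 0.0304, permutation p = 0.897; Spearman rho = 0.0258, permutation p = 0.920; r = 0.0744 without the 2 farthest libraries). A candidate explanation, as a hypothesis, is that lesions of Bu stop transcription along long genes: the longer members of this group lay below the shorter ones by -0.0818 (standard error 0.0107) in siGFP and -0.146 (standard error 0.0133) in siTGR5 cells.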
